# Transcriptome analysis reveals the protection mechanism of proanthocyanidins for *Saccharomyces cerevisiae* during wine fermentation

**DOI:** 10.1038/s41598-020-63631-2

**Published:** 2020-04-21

**Authors:** Jingyuan Li, Kaili Zhu, Hongwei Zhao

**Keywords:** Applied microbiology, RNA sequencing

## Abstract

Grape-derived proanthocyanidins could act as a protector against various environmental stresses for *Saccharomyces cerevisiae* during wine fermentation, resulting in the increased physiological activity, fermentation efficiency and improved wine quality. In order to explore the possible protection mechanism of proanthocyanidins globally, RNA-seq analysis for wine yeast AWRI R2 cultivated with 0 g/L (group A), 0.1 g/L (group B), 1.0 g/L (group C) proanthocyanidins were applied in this study. Differentially expressed genes were enriched into six metabolic pathways including vitamin B_6_, thiamine, amino acids, aminoacyl-tRNA, carbohydrate and steroid based on KEGG enrichment analysis. Four key genes (*SNZ2*, *THI6*, *THI21* and *THI80*), participated in the biosynthesis of vitamin B_6_ and thiamine, were up-regulated significantly in proanthocyanidins treated yeast cells and the gene expression levels were verified by RT-qPCR. Yeast cells supplemented with proanthocyanidins performed increased intracellular levels of vitamin B_6_ and thiamine and higher cell viability compared to the control group. In addition, the composition of intracellular fatty acids showed an obvious alternation in proanthocyanidins-treated yeast cells, in which the UFAs content increased whereas the SFA content decreased. In general, we provided an indirect protection effect of proanthocyanidins on the yeast cells to alleviate environmental stresses during wine fermentation.

## Introduction

The widely distributed phenolic substances in wine refer to a large group of chemical compounds that impact the sensory quality of red wine, such as color, flavor and astringency^1^. A large number of studies have shown that these phenolic substances have also biological activities of interest to the consumers, such as antioxidant properties, vascular protection and immune-modulatory effects^2–5^. For winemaking, these phenolic compounds are mainly extracted from grape skin, seed, and stem during the maceration and fermentation process^6^. Oenological practices, such as fermentation temperature, maceration time, storage period and yeast strains, are believed to impact the concentration and structure of these chemical compounds^7–9^.

As the predominant fraction, proanthocyanidins (PAs) account for more than 50% of the total wine polyphenols, and have several important roles in the quality of red wine, such as the perception of astringency and taste, aroma release, and color stability, throughout the entire period of fermentation and storage of wine^10,11^.

In addition, PAs could interact with other extracted phenolic compounds and even the fermentation strains, which have been proved to be crucial for the generation of new pigments, color and astringency modifications^12,13^. It has been reported that the interaction of the polysaccharides released by yeast lees with wine polyphenols during aging were crucial for sensory qualities of wines^11^. The extracted polyphenols could be adsorbed by yeast cells by forming the Van der Waals bonds and H-bonds during alcoholic fermentations, which might be a reasonable explanation that the yeasts cells could contribute to the modification of the color of the wine^13^.

*Saccharomyces cerevisiae*, the preferred microorganism for wine making and bioethanol production, has been exposed simultaneously and sequentially to a variety of environmental stresses during the fermentation process, including high concentration of ethanol, hyperosmotic stress, heat shock, low pH and nutrients deficiency^14–16^. Cells viability and fermentative behavior will be negatively affected by the stresses that in turn limit the wine production and quality^17^. In order to carry out wine fermentation properly, yeast cells should possess the capacity of rapid stress perceptions and responses to those stress conditions without substantial viability loss^14^. Therefore, to solve these problems, a number of previous studies have been performed in the aspects of robust strain isolation, genetic modification and fermentation process control^18–21^.

It has been reported that phenolic compounds in wine act as a structure-dependent and dose-dependent manner to affect the physiological activities and fermentation performance of yeast and bacterial cells^22–24^. Our previous work showed that PAs could pose obvious enhancement on the metabolism and fermentation efficiency, which has been elucidated from the metabolic level such as the change of glucose transport, the energy and redox homeostasis as well as the activities of rate-limiting enzymes in glycolysis^24,25^. However, the possible molecular mechanisms of the effects of PAs on the yeast fermentation performance have not been fully studied. Next-generation sequencing technologies enables the generation of genomic resources more efficient and cost-effective^26^. Therefore, in this study, we employed RNA-seq as the method to find the differentially expressed key genes and then performed comprehensive and comparative bioinformatics analysis to globally explore the possible protective effects of PAs on the yeast cells during wine fermentation.

## Results

### Quality evaluation of sequencing reads

Quality evaluation of sequencing reads needed to be evaluated before the following bioinformatics analysis. As shown in Table 1, a total of 524025062 clean data were generated with an average length of 147 bp. The total raw data was deposited in NCBI Gene Expression Omnibus (GEO) public archive database and the accession number is GSE141069. Phred quality score (Q score) was used as an index for the base calling accuracy and calculated by using the FastQC software (v0.10.1) based on Eq. (1):

1 $${\text{Q}}_{\text{phred}}=-\,10{\log }_{10}(\text{e})$$

**Table 1:** Quality statistics of clean sequencing data.

Sample	length	Reads	Bases	Q20 (%)	Q30 (%)
A1	147.32	40811558	6012389770	95.73	88.78
A2	147.38	62030546	9141997823	95.75	89.47
A3	147.53	60816138	8972430801	95.93	89.89
B1	147.45	67018594	9882123005	95.88	89.72
B2	147.49	55217110	8143748191	96.01	90.04
B3	147.41	66504646	9803127605	95.89	89.78
C1	147.18	52310564	7699225784	95.85	89.70
C2	147.28	55806604	8219088002	95.85	89.69
C3	147.21	63509302	9349372301	96.02	90.10

Q20, Q30 refer to the proportion of base calls with Phred scores >20 or 30 in the total bases. Higher scores ensured the base calling accuracy and data quality. Each group has three biological replicates.

About 90% of the clean reads in each sample has Phred quality score >30, indicating that the base calling accuracy for each group was 99.9% and met the requirement for the next analysis (Table 1).

The Pearson correlation coefficients R^2^ were calculated to assess the reproducibility of gene expression values across biological replicates, as shown in Supplementary Fig. S1 to Supplementary Fig. S3, the average correlation R^2^ across the replicates for each group (A, B, C) were 0.969, 0.967 and 0.931, respectively, indicating that there were no considerable differences between the biological replicates and the data could be used in following analysis.

### Differential gene expression analysis

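RNA of the wine yeast strain AWRI R2 was sequenced after 72 h of fermentation in the model synthetic medium, a defined imitation of grape juice. Proanthocyanidins (PAs), the condensed tannins of grapes, were left out of the medium for group A and added at 0.1 g/L for group B and at 1.0 g/L for group C. Each of the 3 groups had 3 biological replicates, so 9 libraries entered the comparisons, and the number of clean reads of each library is given in Table 1. The values used here come from the authors' 3 tables of pairwise comparisons, each fitted to the 6 libraries of 2 groups. Each table lists 5859 genes with the mean normalized count over its 6 libraries, the log2 fold change, the standard error of the fold change, the Wald statistic, the p-value and the adjusted p-value. A positive log2 fold change means a higher level in the second group named. Values per library were not analysed here, so the depth behind a single value and the spread between replicates were not computed, and the authors' standard error is the only measure of replicate error. The p-values were recomputed from the Wald statistics and adjusted by the Benjamini-Hochberg method over 5721 genes for A versus B, 5710 for A versus C and 5631 for B versus C. In the 3 tables, 76, 75 and 75 genes had no fold change because their mean count was 0, and a further 62, 74 and 153 genes had a fold change but no p-value. The tables list the genes under running numbers. The 42 genes of Table 2 were therefore found by their printed log2 fold change and corrected p-value: 40 genes matched 1 row each. DPS1 matched 2 rows, of which 1 kept the order of the genes along the chromosomes of the S. cerevisiae reference genome. GSC2 matched 1 row only when its fold change was sought in A versus C and its corrected p-value in A versus B. With these rows, 0 of the 42 genes were out of genome order. Values of these genes in the comparison printed in Table 2 are equal to Table 2 by this construction, whereas their values in the other comparisons are not.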

To identify differentially expressed genes, transcriptome analysis was carried out for the yeast cells supplemented with 0 g/L (group A), 0.1 g/L (group B) and 1.0 g/L (group C) PAs, respectively. 

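The thresholds of the study, an adjusted p-value below 0.05 with an absolute log2 fold change above 1, were applied to the recomputed adjusted p-values. They called 389 DEGs in A versus B, which is 6.80% of the genes with a p-value. In A versus C, 1737 DEGs were called (30.4%), and in B versus C, 1566 DEGs (27.8%). At least 1 of the 3 comparisons called 2311 genes. The setting that moved these numbers most was the fold-change threshold. Without it, 2560, 4164 and 4272 genes had an adjusted p-value below 0.05 in A versus B, A versus C and B versus C, respectively. Of the genes with a fold change but no p-value, 25, 45 and 80 in the 3 comparisons would pass both thresholds with a p-value recomputed from their Wald statistic, and they are not among the DEGs.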

As shown in Fig. 1, 389, 1737 and 1566 DEGs were identified by comparative analysis of transcriptome data of group A versus group B, group A versus group C and group B versus group C, respectively, indicating that PAs pose considerable effects on the gene expression level in the yeast cells. Moreover, a dose-dependent increase of DEGs was found in the data comparison (Fig. 2). 

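In A versus B, 129 DEGs were up-regulated and 260 were down-regulated by 0.1 g/L PAs, so 33.2% of the DEGs were up-regulated. In A versus C, 1012 were up-regulated and 725 down-regulated by 1.0 g/L PAs, a share of 58.3% up-regulated. In B versus C, 940 DEGs were higher and 626 lower at 1.0 g/L than at 0.1 g/L PAs. With no fold-change threshold, the share of up-regulated genes was 46.6% in A versus B and 50.07% in A versus C. Among the 389 DEGs of A versus B, 338 had a log2 fold change of the same sign in A versus C. Both comparisons with the control called 219 genes, and 217 of them changed in the same direction. Because both comparisons use the same control libraries, chance alone gives shared signs: over 5430 genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of 0.47 and the same sign in 61.9% of genes, against 0.57 and 70.1% in 100 simulations of unchanged groups. The simulated groups hold no changed genes, and in them 0 genes were called in both comparisons. They give no expected number of shared DEGs, and the signs over all genes do not weigh the 217 DEGs. In B versus C, 44 of the DEGs of A versus B changed further in the same direction and 80 changed back in the opposite direction, past both thresholds. The 5 largest rises in A versus C were log2 fold changes between 4.36 and 4.68 in the authors' deposited table, and the 5 largest falls lay between -4.14 and -5.40. From the numbers of DEGs, the paper concludes that PAs have considerable effects on gene expression in the yeast cells.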

With the increase of the concentration of PAs from 0.1 g/L to 1.0 g/L in the fermentation broth, more than 4 times of DEGs were identified in the yeast cells. 

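The 1737 DEGs at 1.0 g/L PAs were 4.47 times the 389 DEGs at 0.1 g/L PAs. Without the fold-change threshold this ratio was 1.63. A further alternative, chosen after seeing the data, assumes that the fold changes were shrunken toward 0 by a prior, with a width on the log2 scale of 0.87 in A versus B and 1.46 in A versus C. With such shrinkage undone, 447 genes were called in A versus B and 1784 in A versus C, a ratio of 3.99.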

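Of the 2311 genes called in any comparison, 48 were called in all 3. Another 171 genes were shared by A versus B and A versus C only, 76 by A versus B and B versus C only, and 1038 by A versus C and B versus C only. Of the 48 genes, 17 were up-regulated in all 3 comparisons and 26 were down-regulated in all 3, so that 1.0 g/L PAs moved them further than 0.1 g/L. A further 4 genes were down-regulated by both concentrations but were higher at 1.0 g/L than at 0.1 g/L PAs, and 1 gene was down-regulated at 0.1 g/L and up-regulated at 1.0 g/L. The median absolute log2 fold change of the 48 genes was 1.35 in A versus B and 3.06 in A versus C. With a threshold of adjusted p below 0.05 alone, 1367 genes were shared by the 3 comparisons.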

A total of 48 DEGs were found in all the three comparative groups, which might be considered as the key genes related to the PAs protection mechanism.

**Figure 1:**
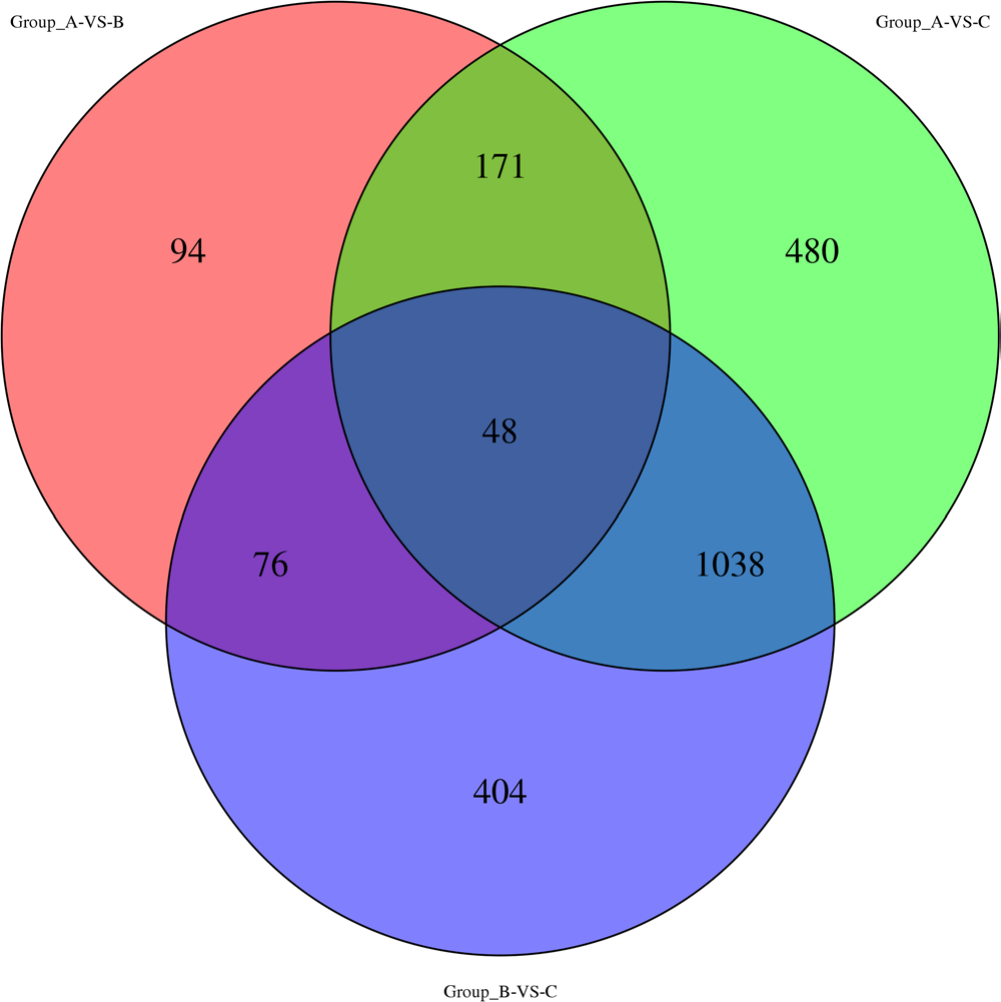
Venn diagrams of transcripts in the three comparative groups marked as group A versus group B, group A versus group C and group B versus group C, respectively.

**Figure 2:**
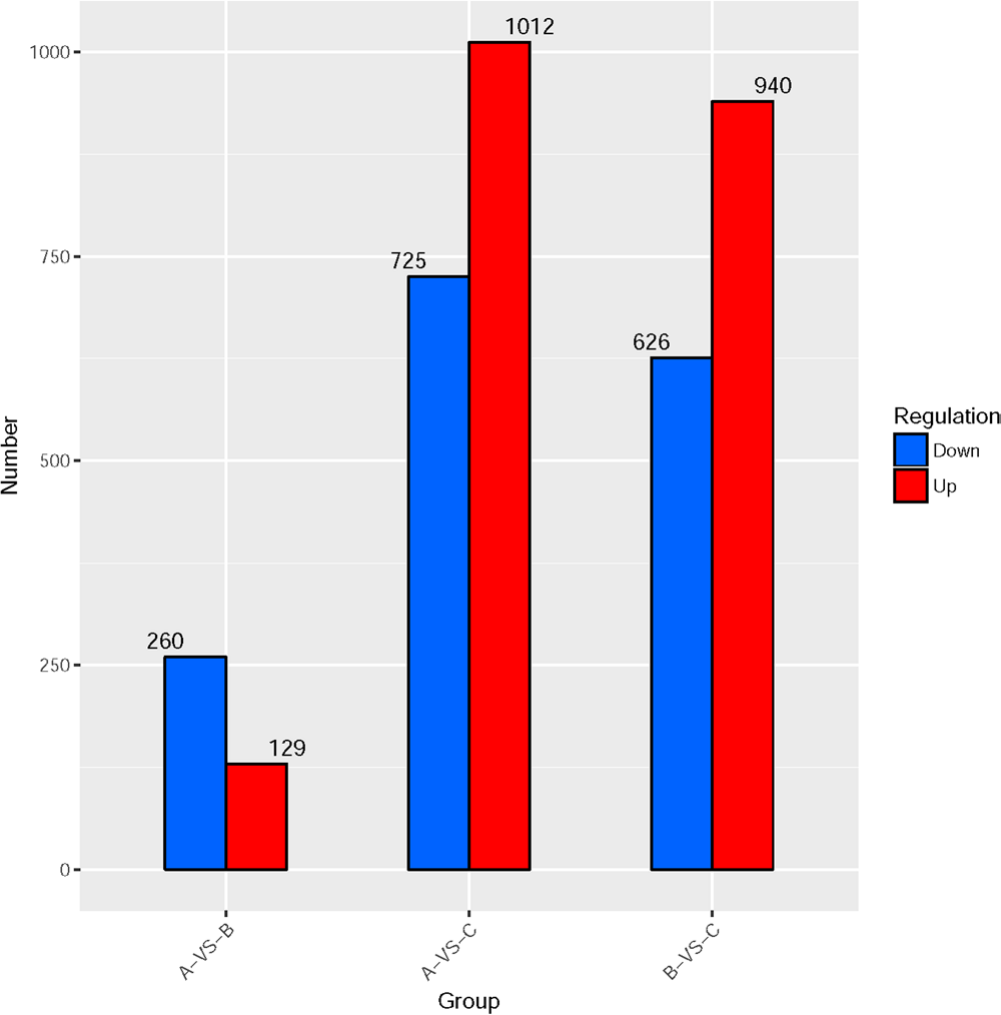
Up or down regulated DEGs in pairwise comparisons marked as group A versus group B, group A versus group C and group B versus group C, respectively.

### GO enrichment analysis of the DEGs

To better understand the functions of the DEGs, gene annotation including homologous protein annotation was performed by using the gene ontology (GO) database. As shown in Fig. 3, the identified DEGs could be classified into three categories including biological process, cellular component and molecular function.

**Figure 3:**
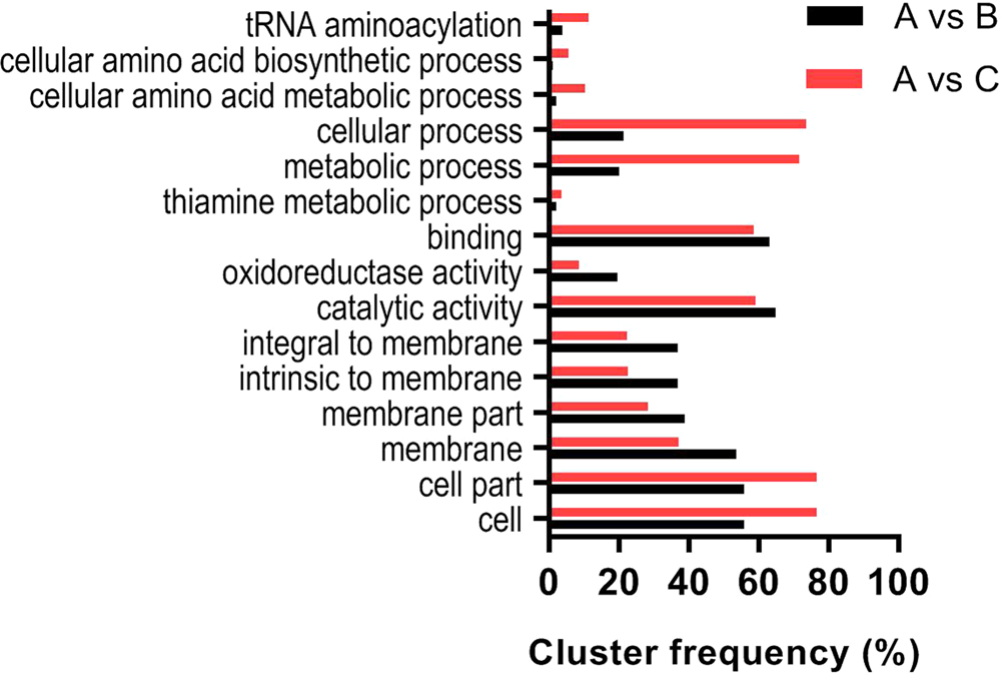
Gene ontology (GO) analysis of the identified DEGs.

In the cellular component category, DEGs were mainly enriched in the terms related with the structure of cell membrane and organelle; In the biological process group, metabolic process and cellular process were the important functions, especially the thiamine and cellular amino acid metabolic pathways and tRNA aminoacylation process; catalytic activity, oxidoreductase activity and binding were the three main molecular functions of the identified DEGs.

In addition, an obvious positive correlation between the number of enriched DGEs and the concentration of PAs were found in the three biological functions. Especially in the thiamine metabolic process and tRNA aminoacylation, as the concentration of PAs was increased to 1.0 g/L, more than 6 times of the numbers of DGEs were enriched compared to that in the 0.1 g/L PAs-treated group. It indicated that PAs could act as an exogenous regulator to perturb more genes expression to protect yeast cells against the stress factors during fermentation.

### Metabolic pathways enrichment analysis

To explore the basic protection mechanism of PAs in yeast cells, the main metabolic or signaling pathways were enriched using the KEGG database (Table 2). In the comparison between PAs treated and untreated groups, six pathways, including vitamin B_6_ metabolism, thiamine metabolism, biosynthesis of amino acids, aminoacyl-tRNA biosynthesis, starch and sucrose metabolism and steroid biosynthesis were significantly enriched (p values were shown in Table 2). 

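Table 2 lists 42 genes without naming the comparison of each value. By the matched rows, 14 of its fold changes are those of A versus B and 28 are those of A versus C. The 4 vitamin B6 genes, the 7 thiamine genes and ERG26, ERG5 and ERG3 of steroid biosynthesis carry the values for 0.1 g/L PAs, and the other genes carry the values for 1.0 g/L PAs. Both thresholds were passed in A versus B by 4 of 4 vitamin B6 genes, 7 of 7 thiamine genes, 1 of 7 arginine and proline genes, 1 of 15 aminoacyl-tRNA genes with a p-value, 1 of 2 starch and sucrose genes and 3 of 4 steroid genes with a p-value. In A versus C, they were passed by 1 of 4 vitamin B6 genes, 1 of 7 thiamine genes, 7 of 7 arginine and proline genes, 17 of 17 aminoacyl-tRNA genes, 2 of 2 starch and sucrose genes and 2 of 5 steroid genes. Against all genes with a p-value, the 42 genes as 1 list were called more often than other genes in A versus C (30 of 42 genes, two-sided Fisher's exact test, p = 4.7e-08, or 2.8e-07 after Benjamini-Hochberg adjustment over 30 tests). By the same test in A versus C, the aminoacyl-tRNA genes (adjusted p = 1.5e-08) and the arginine and proline genes (0.00080) were also called more often. There, the vitamin B6, thiamine (0.85) and steroid genes (0.84) did not differ from other genes at 0.05. Both starch and sucrose genes were called, yet their adjusted p was 0.19, since a list of 2 genes could not reach 0.05 there. In A versus B by the same test, the vitamin B6 (adjusted p = 9.4e-05), thiamine (4.8e-08) and steroid genes (0.0032) were called more often. The arginine and proline (0.65), starch and sucrose (0.25) and aminoacyl-tRNA genes were not. Of the 2 comparisons, the vitamin B6, thiamine, arginine and proline and aminoacyl-tRNA genes each passed only in the one printed in Table 2. With p-values adjusted over the list of 42 genes alone, 17 of its genes were called in A versus B and 30 in A versus C. The study chose these genes on the same samples, so none of these results is independent evidence.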

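With the comparisons mixed as in Table 2, 27 of the 42 listed genes were up-regulated and 15 were down-regulated. Counted within 1 comparison, 16 of the genes were up-regulated and 1 was down-regulated past both thresholds at 0.1 g/L PAs. At 1.0 g/L PAs, 15 were up-regulated and 15 were down-regulated past both thresholds. Only 5 of the 42 genes passed both thresholds at both concentrations. Between the 2 concentrations, in B versus C, 4 genes were higher and 16 were lower at 1.0 g/L past both thresholds.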

Most of the enriched genes within the identified pathways were up-regulated significantly (p values were shown in Table 2), indicating that PAs could be act as an extracellular enhancer to regulate the important metabolic pathways to produce more anabolic products (e.g. vitamins, amino acid, glucan, ergosterol and fatty acid) necessary to survive in wine fermentation process.

**Table 2:** The KEGG pathway enrichment analysis.

Gene name	Description	log2 Fold Change	Corrected p-value
**Vitamin B**_6_ **metabolism**			**4.54×10**^**−4**^
*SNO3*	putative pyridoxal 5′-phosphate synthase	+1.01	1.08×10^−5^
*SNZ2*	GMP synthase activity	+1.46	3.15×10^−40^
*SNZ3*	Pyridoxal-5′-phosphate synthase	+1.48	1.34×10^−28^
*SNO2*	putative pyridoxal 5′-phosphate synthase	+1.75	2.67×10^−40^
**Thiamine metabolism**			**8.15×10**
*THI80*	thiamine diphosphokinase activity	+1.23	4.34×10^−20^
*THI21*	phosphomethylpyrimidine kinase activity	+1.54	7.4×10^−18^
*THI5*	Protein involved in synthesis of the thiamine precursor HMP	+1.08	1.39×10^−4^
*THI6*	thiamine-phosphate diphosphorylase activity	+1.21	9.36×10^−18^
*THI20*	phosphomethylpyrimidine kinase activity	+1.14	2.12×10^−13^
*THI22*	hydroxymethylpyrimidine phosphate kinases	+1.39	1.51×10^−15^
*THI72*	Transporter of thiamine or related compound	+1.12	5.67×10^−10^
**Arginine and proline metabolism**			**6.43×10**
*CAR1*	arginase	−2.10	2.28×10^−32^
*CAR2*	L-ornithine transaminase	+1.04	4.91×10^−8^
*PUT2*	δ−1-pyrroline-5-carboxylate dehydrogenase	−1.00	1.44×10^−10^
*PUT4*	Proline permease	−5.40	1.72×10^−147^
*PRO2*	γ-glutamyl phosphate reductase	−1.26	3.12×10^−17^
*GAP1*	Amino acid permease	−2.09	3.23×10^−18^
*SPE1*	Ornithine decarboxylase	−1.23	3.73×10^−15^
**Aminoacyl-tRNA biosynthesis**			**5.09×10**
*MSE1*	glutamate-tRNA ligase activity	+1.84	5.04×10^−50^
*MSW1*	tryptophan-tRNA ligase activity	+1.38	1.34×10^−32^
*MSM1*	methionine-tRNA ligase activity	+1.69	6.71×10^−32^
*MSF1*	phenylalanine-tRNA ligase activity	+1.60	1.76×10^−30^
*MSD1*	aminoacyl-tRNA ligase activity	+1.34	9.97×10^−28^
*AIM10*	proline-tRNA ligase activity	+1.42	3.10×10^−25^
*HER2*	glutaminyl-tRNA synthase activity	+1.12	3.00×10^−17^
*DIA4*	serine-tRNA ligase activity	+1.56	8.10×10^−17^
*TYS1*	tyrosine-tRNA ligase activity	−1.42	8.10×10^−17^
*KRS1*	lysine-tRNA ligase activity	−1.34	5.02×10^−9^
*CDC60*	leucine-tRNA ligase activity	−1.42	5.11×10^−9^
*THS1*	threonine-tRNA ligase activity	−1.20	6.05×10^−9^
*DPS1*	aspartate-tRNA ligase activity	−1.15	1.05×10^−8^
*DED81*	asparagine-tRNA ligase activity	−1.20	1.17×10^−8^
*ALA1*	alanine-tRNA ligase activity	−1.19	6.36×10^−8^
*FRS1*	phenylalanine-tRNA ligase activity	−1.01	4.96×10^−7^
*GLN4*	glutamine-tRNA ligase activity	−1.03	9.35×10^−5^
**Starch and sucrose metabolism**			**4.56×10**
*GSC2*	1,3-beta-D-glucan synthase activity	+1.89	1.43×10^−9^
*DSE4*	glucan endo-1,4-beta-glucanase activity	+1.36	8.55×10^−21^
**Steroid biosynthesis**			**1.48×10**
*ERG26*	C-3 sterol dehydrogenase	+1.14	1.55×10^−11^
*ERG5*	oxidoreductase activity	+1.26	7.52×10^−8^
*ERG3*	oxidoreductase activity	+1.25	2.11×10^−7^
*ERG4*	oxidoreductase activity	+2.13	6.11×10^−23^
*ERG28*	ergosterol biosynthesis	+1.77	2.81×10^−10^

The column of “log2 Fold Change” represents the base-two logarithm value of the fold change of the gene expression; “+” means up-regulated genes; “−” means down-regulated genes. Hypergeometric test was used for statistical analysis. The p-values have been corrected for multiple testing by the Benjamini and Hochberg adjustment method. The corrected p value <0.05 plus the absolute log2 Fold Change value >1 were considered statistically significant.

### Quantitative Real-time PCR

To further confirm the alterations of gene expressions in PAs-treated yeast cells, we measured the relative expression level of four DEGs related to the metabolic pathway of B-complex vitamins (B_1_, B_6_) by RT-qPCR (Fig. 4). The results of RT-qPCR showed a good consistence with that obtained in RNA-seq analysis. The expression levels of the selected genes were up-regulated significantly in PAs-treated groups as relative fold change to the control. 

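For the 4 genes chosen for RT-qPCR, the RNA-seq values at both concentrations were read from the rows matched to Table 2. In the authors' deposited table for A versus B, the log2 fold change was 1.46 for SNZ2, 1.21 for THI6, 1.54 for THI21 and 1.23 for THI80, with authors' standard errors of 0.11, 0.13, 0.17 and 0.13. In the authors' deposited table for A versus C, it was 0.42 for SNZ2 (standard error 0.13), 0.52 for THI6 (0.16), 0.15 for THI21 (0.18) and 1.85 for THI80 (0.18). The recomputed adjusted p-value of A versus C was 0.0017 for SNZ2, 0.0024 for THI6, 0.47 for THI21 and 1.8e-24 for THI80, so that THI80 alone among the 4 genes passed both thresholds at 1.0 g/L PAs. The direct test of the 2 concentrations is B versus C. There, THI80 was higher at 1.0 g/L PAs by a log2 fold change of 0.56 in the authors' deposited table (adjusted p-value of 7.3e-05). SNZ2, THI6 and THI21 were lower at 1.0 g/L PAs, with log2 fold changes of -1.11, -0.76 and -1.48 in the authors' deposited table and recomputed adjusted p-values of 3.1e-24, 5.1e-09 and 1.8e-17. Of the 150-base stretches of SNZ2, 53.7% occur in a second place of the reference genome. A single read from such a stretch cannot be assigned to a gene by its sequence alone. The study sequenced reads in pairs, and whether the other read of a pair places it was not tested.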

More interestingly, a dose-dependent up-regulation appeared as the concentration of PAs increased to 1.0 g/L. Therefore, the RNA-seq could provide reliable data for differential gene expression analysis.

**Figure 4:**
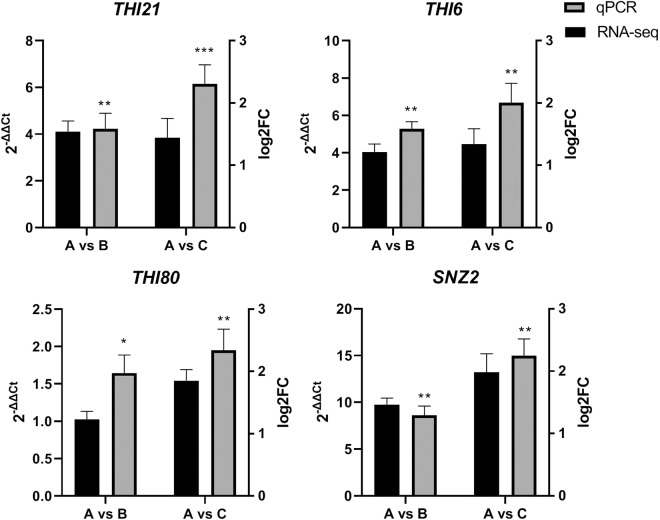
RT-qPCR validations of the results obtained in RNA-seq analysis. The relative expression level of 4 selected genes compared to the actin gene *ACT1* was calculated. Value of the 2^−ΔΔCT^ was calculated and two-way ANOVA with Tukey’s multiple comparisons test were used for the significant analysis of the RT-qPCR at *p  <  0.05, **p  <  0.01, ***p  <  0.001 level. The absolute log2 Fold Change value >1 were considered statistically significant in the RNA-seq analysis. Three biological replicates were prepared and the data were shown as means ± S.D.

Based on the results of transcriptome analysis, the genes related to the metabolic pathway of B-complex vitamins (B_1_, B_6_) were up-regulated significantly. In addition, the contents of vitamins B_1_ and vitamins B_6_ were measured to verify the impact of PAs from the aspect of yeast cells phenotype (Fig. 5). 

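The 11 vitamin B6 and thiamine genes of Table 2 were all up-regulated past both thresholds at 0.1 g/L PAs, with a median log2 fold change of 1.23. SNO2 had the largest rise, from an estimated mean of 1396 to 4692 normalized counts, and SNO3 the smallest, from 65.8 to 133 normalized counts. These means were estimated from the authors' mean count and fold change. At 1.0 g/L PAs the median log2 fold change of the 11 genes was 0.52. All but THI5 were above the control, 8 genes had an adjusted p-value below 0.05, and SNO2 and THI80 passed both thresholds. In the comparison of 1.0 g/L with 0.1 g/L PAs, 10 of the 11 genes were lower at 1.0 g/L, each with a recomputed adjusted p-value below 0.05. Among the 11 genes, THI5 had the largest decrease in this comparison, with a log2 fold change of -1.77 in the authors' deposited table (authors' standard error 0.29), from an estimated mean of 137 to 40.2 normalized counts. With a pseudocount of 10 added to both estimated means, SNO3 and THI5 fell below the fold-change threshold in A versus B, at log2 fold changes of 0.92 and 0.97. SNO2, SNO3, SNZ3 and THI5 also hold sequence found at other places: between 34.4% and 64.6% of their 150-base stretches occur elsewhere in the reference genome, whereas THI6, THI20, THI21, THI22, THI72 and THI80 had 0 such stretches.

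**Figure D1:**
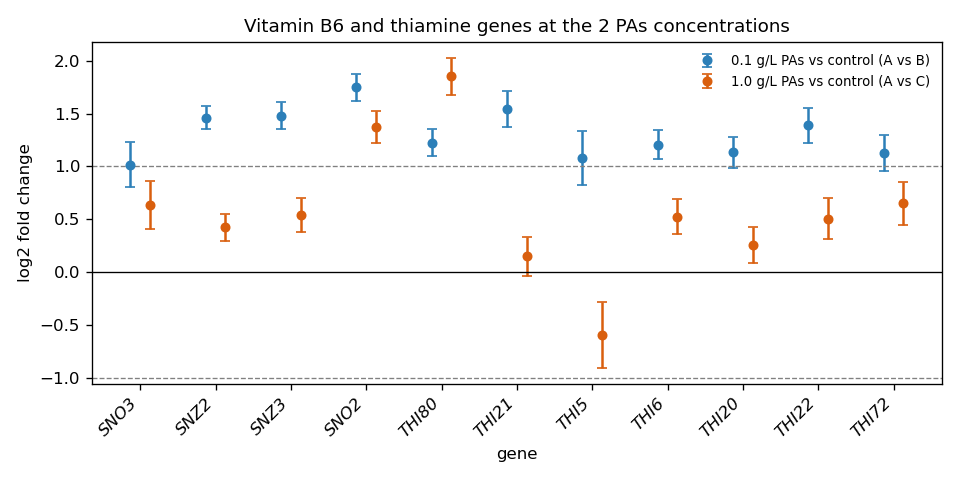
Log2 fold change (y axis) of the 11 vitamin B6 and thiamine genes of Table 2 (x axis) in A versus B (0.1 g/L PAs, blue) and A versus C (1.0 g/L PAs, orange). Points are the values and bars the standard errors of the authors' deposited tables, and dashed lines mark the fold-change threshold of 1. All blue points lie above 1, and of the orange points only those of SNO2 and THI80 do.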

Calibration curves of peak area-concentration relationship for each vitamin were prepared using a series of mixed solutions at range from 1.0 to 5.0 μg/ mL. As shown in Supplementary Fig. S4, it showed a good linear relation with correlation coefficients (R^2^) obtained as 0.9947 and 0.9987 for vitamins B_1_ and B_6_ at the selected concentration ranges, respectively. This method was suitable for the calculation of the intracellular contents of the vitamins B_1_ and B_6_. As shown in Fig. 5, significantly increases of the contents of vitamins B_1_ and vitamins B_6_ were detected in PAs-treated yeast cells. For example, vitamins B_1_ and vitamins B_6_ contents in yeast cells treated with 0.1 g/L PAs increased significantly from 23.6 μg/g dry weight and 21.6 μg/g dry weight to 28.9 μg/g dry weight (p = 0.015) and 27.4 μg/g dry weight (p = 0.001), respectively. In addition, like the elevation in gene expression levels, obvious dose-dependent increases of intracellular level of vitamins B_1_ and vitamins B_6_ in the PAs-treated yeast cells were observed, especially for the vitamins B_1_ contents which showed a 16.6% increase in the 1.0 g/L PAs-treated yeast cells compared to the 0.1 g/L PAs-treated ones.

**Figure 5:**
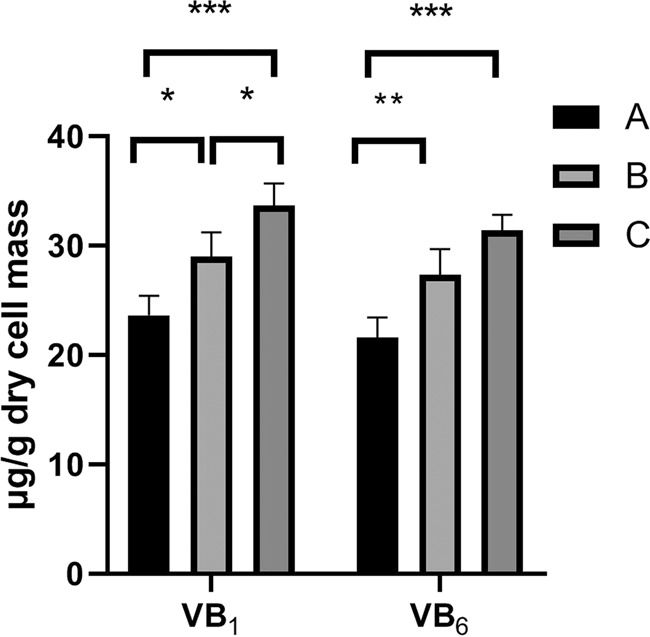
Intracellular contents of vitamins B_1_ and vitamins B_6_ in different systems. All data represent the mean values ± S.D. from three independent experiments. Two-way ANOVA with Tukey’s multiple comparisons test were used for the significant analysis at *p  <  0.05, **p  <  0.01, ***p  <  0.001 level.

To further prove the protection effects of PAs on the yeast cells, measurements of the cell viability were conducted. The yeast cells were cultivated with 1.0 g/L PAs, 50 mg/L vitamin B_1_, 50 mg/L vitamin B_6_ and a 1:1(w/w) mixture of the two vitamins, respectively in MSM medium at 28 °C for 72 h, and then the viable cells were counted on the MSM agar plates. As shown in Fig. 6, cell survival decreased significantly in the negative control group in which no PAs or vitamins were supplemented. As expected, the viable cells on plates containing PAs, vitamin B_1_, vitamin B_6_ and mixture of vitamin B_1_ and B_6_, respectively, were higher than the control group. Combined with the results in Figs. 4 and 5, we could clearly notice that exogenous PAs could increase the bio-synthetic yields of vitamin B_1_ and vitamin B_6_ to relieve the environmental stresses in yeast cells during red wine fermentation.

**Figure 6:**
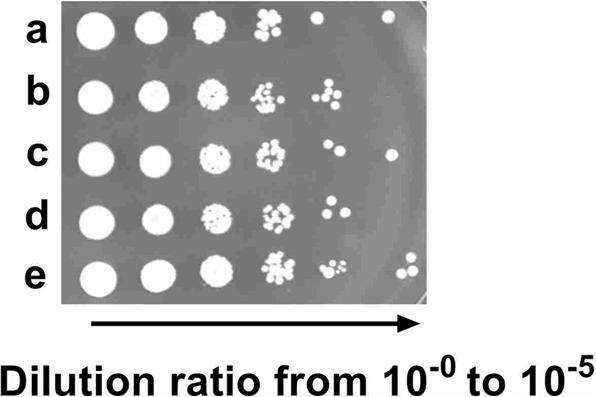
Spot assay of the viability of yeast cells treated with 1.0 g/L PAs (b), 50 mg/L vitamin B_1_ (c), 50 mg/L vitamin B_6_ (d) and a 1:1(w/w) mixture of the two vitamins (e), respectively in MSM medium. The negative control (a) was set without the above supplements. After cultivation at 28 °C for 72 h, five microliter of each proper dilution was spotted on the MSM agar plate for viable cell counts. The arrow below the panel indicates a serial dilution of plated cells (1:1; 1:10; 1:10^2^; 1:10^3^; 1:10^4;^ 1:10^5^ from left to right).

It has been reported that yeast membrane fatty acid composition and membrane fluidity were linked to the stress tolerance of the cells. Exogenous ergosterol has been proved to be effective for the enhancement of the tolerance of monoterpenes in *S. cerevisiae* strain by regulating the fatty acid composition^27^. The intracellular contents of vitamin B_1_ and vitamin B_6_ could pose significant effects on the lipid metabolism. To testify whether the PAs show the similar effects on alternation of lipid metabolism and yeast tolerance for environmental stresses, we studied the changes in fatty acid profile in the yeast cells with or without the treatment of PAs. As shown in Fig. 7, lipid profile of PAs-treated cells revealed a 5.36% increase in cellular unsaturated fatty acids (C16:1 and C18:1) with respect to cells grown in the absence of PAs. This comprised a 2.93% increase in C16:1 and a 2.43% increase in C18:1. Meanwhile, the saturated fatty acids (C16:0 and C18:0) in the PAs-treated cells decreased significantly from 25.4% to 19.6% of the total phospholipid fatty acid compared to that in non PAs-treated cells.

**Figure 7:**
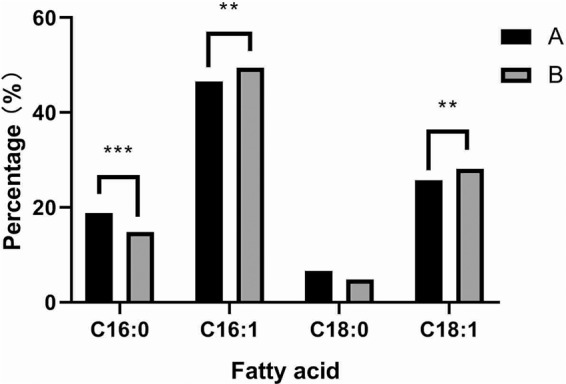
Fatty acid profiles in the membrane of yeast cells. *S. cerevisiae* yeast strains AWRI R2 were cultivated statically at 28 °C for 72 h with (grey bars) or without (dark bars) the treatment of PAs. And then membrane fatty acid compositions were measured. Data were shown as the mean ± S.D. of three independent experiments. Two-way ANOVA with Tukey’s multiple comparisons test were used for the significant analysis at *p  <  0.05, **p  <  0.01, ***p  <  0.001 level.

## Discussion

Generally speaking, red wine fermentation process could be considered as the interaction of yeast cells and the complex composition of the grape, especially the sugar, organic acid and phenolic compounds^28^. Sensory attributes of wine including color intensity and stability, mouth-feel, astringency and taste mainly come from the phenolic compounds evolution, especially PAs, the principal constitute in the phenolic compounds^29^. In order to yield high quality red wine with improved sensory and biological properties, thoroughly studies of interactions between yeast cells and PAs should be done. In our previous studies, we have showed that the concentration and structure of PAs evolved progressively in a strain- and time-dependent manner during fermentation^1^. Moreover, PAs could pose positive effects on the yeast cells that have proved from the aspects of glucose transport, the energy and redox homeostasis as well as the activities of rate-limiting enzymes in glycolysis^24^. However, to the best of our knowledge, the global regulation posed by PAs from the genetic and metabolic level has never been reported before.

With the rapid development of sequencing technology, RNA-seq has become more efficient and cost-effective in recent years^26^. Identifying key genes and metabolic pathways related to the stress-tolerance abilities of *S. cerevisiae* has been considered as the basis of understanding the intracellular global regulation patterns and making the wine fermentation process more controllable^30^. Therefore, in the present study, we employed the RNA-seq as well as bioinformatics analysis to uncover the possible protection mechanism of PAs for *S. cerevisiae* during wine fermentation.

We identified a great many of DEGs by measuring the expression levels in the yeast cells cultivated with 0 g/L (group A), 0.1 g/L (group B), 1.0 g/L (group C) PAs, respectively. By GO and KEGG enrichment analysis, the gene functions and participated metabolic pathways have been uncovered. The significantly enriched gene functions were about the structure of cell membrane, thiamine metabolic processes, cellular amino acid metabolic processes, tRNA amino acylation process, oxidoreductase activity and binding activity. The identified DEGs were significantly enriched in to six metabolic pathways including vitamin B_6_, thiamine, amino acids, aminoacyl-tRNA, carbohydrate and steroid. Most of the enriched genes in the metabolic pathways of vitamin B_6_, thiamine, starch and sucrose and steroid showed significantly up-regulated expression patterns compared to that of control group, indicating PAs could act as an extracellular activator to enhance the metabolic efficiency of vitamin B_6_, thiamine, carbohydrates and steroids.

In our study, for the first time we showed that the genes (*SNO3*, *SNZ2*, *SNZ3*, *SNO2*, *THI80*, *THI21*, *THI6*, *THI20, THI72, THI5, THI22*) in the PAs-treated yeast cells performed significantly higher expression levels, involving in the sequentially enhanced bio-synthesis of vitamin B_1_ and B_6_ for yeasts (Figs. 4 and 5). It has been reported that increased amplification number of these genes related to bio-synthesis of vitamin B_1_ and vitamin B_6_ confers the efficient growth of yeast cells in the thiamin and/or pyridoxine-deficient medium with high sugar concentrations^31^. Interestingly, our results consistent with the previous study that the yeast cells supplemented with PAs and vitamin B_1_ and B_6_ compounds showed higher viability compared to the control group (Fig. 6). It deduced there must be problems with the bio-availability of these vitamins in the wine making process and exogenous PAs could cover the deficiency of the two important vitamins for yeast cells against environmental stresses^32^. It also has reported that decreased intracellular vitamin B_6_ content could repress many metabolic pathways, including reduced respiration activity and a significant alteration in sterol and unsaturated fatty acids metabolism^33^. It might resulted in the sequential changes in the composition of lipids, affecting the fluidity and permeability of cell membrane, as wells as the cell growth^27^. In our study, we also studied the fatty acid profiles in the membrane of yeast cells with or without the treatment of PAs. A significant increase in the quantities of unsaturated fatty acids (C16:1 and C18:1) was found in the presence of PAs compared to the control group, whereas the quantities of palmitic acid (C16:0) and stearic acid (C18:0) decreased significantly, reflecting that an indirect interaction between PAs and the metabolisms of fatty acid and vitamin B_6_ might exist in yeast cells by which the phenolic compounds in wine could enhance the physiological activities and fermentation performance. Higher contents of unsaturated fatty acids in yeast cells membranes could make the yeast cells less sensitive to heat stress by repressing the expression level of genes involving the heat-shock response (HSR) and general stress response (GSR) pathways^34^. In other words, there was an obvious positive correlation between the contents of unsaturated fatty acids and stress tolerance capacity of yeast strains. Our findings provided an exciting possibility that it might be possible to make yeast cells more robust by simply modifying the percentage of PAs in the medium.

Thiamine is another essential molecule for all living organisms. Deficiency in thiamine could decrease NADPH, which affected cellular anabolism and lead to a cessation of glucose consumption^35^. As a cofactor of transketolase in pentose phosphate pathway, thiamine also could accelerate the metabolism from fructose 6-phosphate and glyceraldehyde 3-phosphate to ribulose-5-phosphate and erythritol 4-phosphate, precursors for the synthesis of amino acids in yeast cells under stress situations^36^. Our previous study showed that PAs could pose significant enhancement on the activity of H^+^-ATPase, cell growth, and alcoholic fermentation rate by up-regulating the gene expression levels of *PMA1* and *HXT7*, encoding the plasma membrane ATPase and yeast hexose transporter, respectively^24,25^. That is, the benefits provided by exogenous PAs to the growth and fermentation performances of yeast cells could be explained from the interaction between the phenolic substances in wine and the metabolisms of thiamine and amino acid.

In our study, the bio-synthesis pathway of ergosterol was also significantly enriched that the expression of five related genes (eg. *ERG3*, *ERG4*, *ERG5*, *ERG26*, *ERG28*) were highly induced in the yeast cells with the treatment of PAs. 

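The 5 ergosterol genes were above the control at both PAs concentrations. ERG5, ERG3 and ERG26 passed both thresholds at 0.1 g/L PAs, with log2 fold changes of 1.26, 1.25 and 1.14 in the authors' deposited table. ERG4 had a log2 fold change of 0.96 there, below the threshold, and ERG28 had 1.05 without a p-value. At 1.0 g/L PAs, ERG4 and ERG28 passed both thresholds, with log2 fold changes of 2.13 and 1.77 in the authors' deposited table and authors' standard errors of 0.21 and 0.27. ERG26 then had a log2 fold change of 0.90 (recomputed adjusted p-value of 1.7e-05). For ERG5 and ERG3 the difference from the control at this concentration was not past the threshold (recomputed adjusted p-values of 0.063 and 0.088). Between the concentrations, ERG4 and ERG28 rose at 1.0 g/L PAs, whereas ERG5, ERG3 and ERG26 fell, with log2 fold changes in B versus C of -0.81, -0.87 and -0.31 in the authors' deposited table.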

Ergosterols are essential structural and regulatory components involving in the fluidity and permeability of yeast cells membrane. Higher contents of ergosterol could protect yeast against multiple environmental stresses such as oxidative, ethanol, osmotic and so on^37^. Enhanced amplification numbers of ergosterol synthesis-related genes in yeast cells have been proved to be connected with the PAs supplementation (Table 2). Exogenous PAs might affect the contents of ergosterol and in sequentially contribute for the enhancement of stress tolerance ability in the yeast cells which should be further verified in the future.

It has been reported accumulation of amino acids in plant or microorganisms was critical for the environmental stresses tolerance. The accumulated amino acids could act as osmoprotectants, ROS scavenger and protector against heavy metals^38–40^. The possibility is that free amino acid could interfere with the side chain bonding and introduce conformational changes in the enzyme protein and thus affect the enzymes synthesis and activity^41^. Our data demonstrated the pathways of arginine and proline metabolism and aminoacyl-tRNA biosynthesis were significantly enriched in PAs-supplemented yeast cells by the KEGG analysis. Arginine and proline were considered as the important osmoprotectant, playing pivotal role of metabolism in cellular osmoregulation^42^. The expression level of genes involving in the arginine and proline metabolism showed up or down-regulated patterns (Table 2). *CAR2* gene expression level was up-regulated significantly by feeding with PAs, and it might contribute to more synthesis of L-ornithine transaminase which could catalyze glutamate-γ-semialdehyde (GSA) to ornithine in cytosol, the precursor of arginine, more efficiently and alleviate the encountered environmental stress^43^. 

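The estimated mean of CAR2 rose from 649 normalized counts in group A to 1337 in group C. The log2 fold change at 1.0 g/L PAs was 1.04 in the authors' deposited table (authors' standard error 0.18), and the recomputed adjusted p-value was 4.9e-08. In A versus B the log2 fold change was 0.60 in the authors' deposited table, below the fold-change threshold, with a recomputed adjusted p-value of 0.0015. CAR2 was higher at 1.0 g/L than at 0.1 g/L PAs (recomputed adjusted p-value of 0.0039).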

The uptake for proline in yeast was largely mediated by a high affinity, specific permease, Put4p, and a low affinity general amino acid permease, Gap1p, encoded by *PUT4* and *GAP1*, respectively^44^. However, in our study, the gene expression level of *PUT4* and *GAP1* in the PAs-treated yeast cells showed significant down-regulated. 

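PUT4 had the largest fall of the 5710 genes tested in A versus C, with a log2 fold change of -5.40 in the authors' deposited table (authors' standard error 0.21). Its estimated mean went from 15770 normalized counts in group A to 373 in group C, a 42.3-fold decrease. Its log2 fold change at 0.1 g/L PAs was -1.89 in the authors' deposited table, with a recomputed adjusted p-value of 2.3e-18. GAP1 fell from an estimated mean of 29639 to 6974 normalized counts at 1.0 g/L PAs, with a log2 fold change of -2.09 in the authors' deposited table (authors' standard error 0.23). At 0.1 g/L PAs its change was not distinguishable from 0 (recomputed adjusted p-value of 0.15).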

The two inconsistent metabolic patterns of arginine and proline might due to the species-specific alternation or the PAs regulation which should be further studied. 

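CAR1 fell from an estimated mean of 3570 normalized counts in group A to 831 in group C, SPE1 from 2502 to 1066 and PUT2 from 4597 to 2294. The log2 fold changes at 1.0 g/L PAs were -2.10 for CAR1, -1.23 for SPE1 and -1.00 for PUT2 in the authors' deposited table, with authors' standard errors of 0.17, 0.15 and 0.15. The value of PUT2 lies at the fold-change threshold, and with the log2 fold changes centred on their median it was -0.99 and PUT2 was not called. SPE1 and PUT2 at 0.1 g/L PAs were not distinguishable from the control (recomputed adjusted p-values of 0.79 and 0.85). CAR1 was higher than the control at 0.1 g/L PAs, with a log2 fold change of 0.54 in the authors' deposited table and a recomputed adjusted p-value of 0.00012.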

Other down-regulated genes (*CAR1*, *SPE1*, and *PUT2*) repressed the degradation pathways of the two kinds of protective amino acids. The gene *PRO2* (encoding γ-glutamyl phosphate reductase) were involving in the catalysis of the second step in proline biosynthesis from glutamate. Glutamate and proline were both important amino acid in protecting yeast cells against stress factors. Pyrroline-5-carboxylate (P5C) was an critical reaction intermediate making it possible of the interconversion of glutamate, ornithine, proline and arginine^45^. 

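The estimated mean of PRO2 was 4581 normalized counts in group A and 1912 in group C. The log2 fold change at 1.0 g/L PAs was -1.26 in the authors' deposited table (authors' standard error 0.15), with a recomputed adjusted p-value of 3.1e-17. PRO2 at 0.1 g/L PAs was not distinguishable from the control (log2 fold change of -0.12 in the authors' deposited table, recomputed adjusted p-value of 0.39).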

In PAs-treated yeast cells the gene expression level of *PRO2* was down-regulated significantly, reflecting the cells decreased the consumption of glutamate for the accumulation of proline. It might deduce the phenolic compounds could act as a regulator for the dynamic balance of the intracellular amino acids in yeast cells during wine fermentation.

During wine fermentation, a global regulation is required to maintain the intracellular homeostasis for the survival and growth of the yeast cells. All of the physiological activities could be considered as the enzymatic reactions. Therefore, it was vital that translation reprogramming should be in a correct and controllable way^46^. In our study, a large amount of genes involving in the aminoacyl-tRNA biosynthesis were differential expressed significantly in PAs-treated yeast cells during fermentation. It indicated that the phenolic compounds in wine could regulate the biosynthesis and activity of aminoacyl-tRNA ligase, and subsequently affect the protein translation globally as the cells responded to the environmental stresses to maintain the intracellular homeostasis.

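All 17 aminoacyl-tRNA genes of Table 2 passed both thresholds in A versus C, 8 up-regulated and 9 down-regulated. The 8 up-regulated genes, MSE1, MSW1, MSM1, MSF1, MSD1, AIM10, HER2 and DIA4, were listed as mitochondrial, and the 9 down-regulated genes, TYS1, KRS1, CDC60, THS1, DPS1, DED81, ALA1, FRS1 and GLN4, were listed as cytoplasmic (two-sided Fisher's exact test of direction against compartment, p = 4.1e-05). These lists were written from general knowledge of yeast genes before the tables were examined, but Table 2 already prints the directions, and the genes were chosen by the study as DEGs. The R64 annotation of the reference genome places DIA4, THS1, ALA1 and GLN4 in both compartments. Without these 4 genes, an alternative chosen after seeing the data, 7 mitochondrial genes were up-regulated and 6 cytoplasmic genes were down-regulated (two-sided Fisher's exact test, p = 0.00058). The median log2 fold change was 1.49 for the genes listed as mitochondrial and -1.20 for those listed as cytoplasmic. At 0.1 g/L PAs the medians were 0.59 and 0.12, and MSD1 alone passed both thresholds. THS1 and DPS1 had no p-value in A versus B, and TYS1, KRS1 and ALA1 had none in B versus C. With the log2 fold changes centred on their median, FRS1 was at -1.00 in A versus C and lost its call, as did GLN4 under the Bonferroni adjustment.

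**Figure D2:**
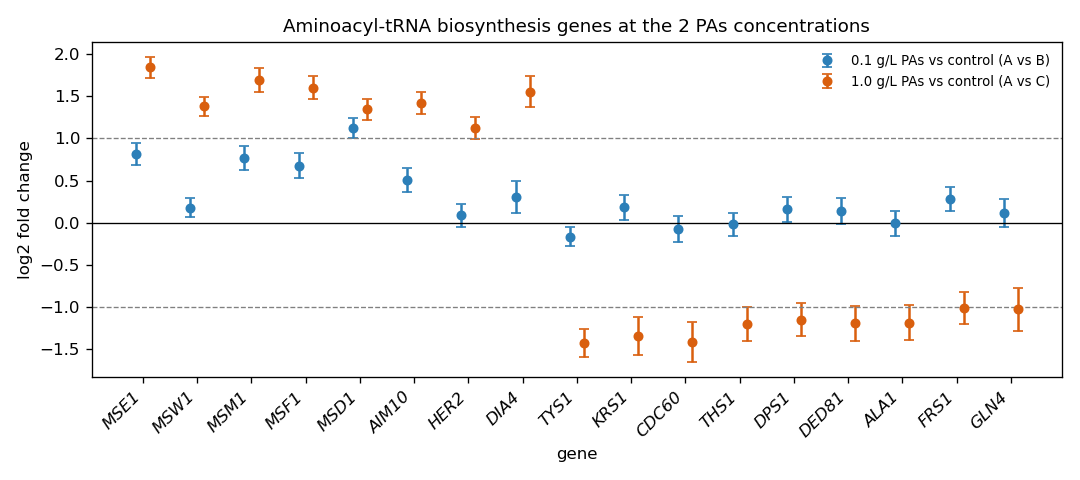
Log2 fold change (y axis) of the 17 aminoacyl-tRNA genes of Table 2 (x axis) in A versus B (0.1 g/L PAs, blue) and A versus C (1.0 g/L PAs, orange). Points are the values and bars the standard errors of the authors' deposited tables, and dashed lines mark the fold-change thresholds of 1 and -1. The orange points of the 8 genes listed as mitochondrial, on the left, lie above 1 and those of the 9 genes listed as cytoplasmic lie below -1.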

## Conclusions

RNA-seq analysis was employed in our study to systematically explore the protection mechanism of PAs on the yeast cells during wine fermentation. A large amount of DEGs were identified and subsequently enriched into six metabolic pathways including vitamin B_6_, thiamine, amino acids, aminoacyl-tRNA, carbohydrate and steroid. The intracellular contents of the thiamine and vitamin B_6_ increased significantly in PAs-treated yeast cells, which was in consistent with the cell viability and the expression pattern of the identified DEGs participating in the metabolic pathways of vitamin B_6_ and thiamine. In addition, it revealed a significant difference in the fatty acid composition between the PAs-treated yeast cells and the control that the UFA (C16:1 and C18:1) increased whereas SFA (C16:0 and C18:0) decreased. The other enriched metabolic pathways in RNA-seq analysis such as the biosynthesis of amino acids, proteins and steroids should be mainly focused on in further study to fully elucidate the interactions between the phenolic compounds in wine and the yeast cells. In general, data of this study provided insights into the possible molecular mechanisms of PAs protection in *S. cerevisiae* yeast strains during wine fermentation process and might contribute to the selection and modification of yeast strains with enhanced resistance capacity.

## Materials and methods

### Yeast strain and culture conditions

AWRI R2, used in this study, was a commercial yeast strain from Marivin (Queensland, Australian) and has good fermentation performance. Yeast cells were maintained on YPD medium slants (1% yeast extract, 2% peptone, 2% glucose, 2% agar). Fresh yeast inoculum was prepared by transferring one loop of yeast colony into 100 mL YPD medium in a 250 mL flask and incubating aerobically overnight in a shaker at 28 °C and 120 rpm.

### Fermentation

Model synthetic medium (MSM) was used for fermentation in this study. The MSM is a chemically well-defined medium to simulate a standard grape juice for wine fermentation in laboratory^47^. The composition of this medium was as follows: glucose (100 g), fructose (100 g), tartaric acid (3 g), citric acid (0.3 g), L-malic acid (0.3 g), MgSO_4_ (0.2 g), KH_2_PO_4_ (2 g), (NH4)_2_SO_4_ (0.3 g), asparagine (0.6 g), MnSO_4_·H_2_O (4 mg), ZnSO_4_·7H_2_O (4 mg), CuSO_4_·5H_2_O (1 mg), KI (1 mg), CoCl_2_·6H_2_O (0.4 mg), (NH_4_)_6_Mo_7_O_24_·4H_2_O (1 mg), H_3_BO_3_ (1 mg), meso-inositol (300 mg), biotin (0.04 mg), thiamin (1 mg), pyridoxine (1 mg), nicotinic acid (1 mg), pantothenic acid (1 mg), p-amino benzoic acid (1 mg), palmitic acid (1 mg), palmitoleic acid (0.2 mg), stearic acid (3 mg), oleic acid (0.5 mg), linoleic acid (0.5 mg) and linolenic acid (0.2 mg). The MSM was prepared by mixing thoroughly the above components in 1 L deionized water and the final pH value of the medium was adjusted to 3.3. The crude PAs was firstly subjected to a column-based purification procedure according to our previous research protocol^25^ to remove the monomers and oligomers. The purified PAs was weighted accurately and dissolved in 10 mL absolute ethyl alcohol thoroughly before use. The obtained PAs solutions were added into the MSM medium to make a series of final concentrations of 0.1 g/L, 1.0 g/L (marked as group B and group C, respectively). The control group marked as group A was prepared by adding 10 mL absolute ethyl alcohol without PAs into the fermentation medium directly. The prepared culture media were sterilized by filtration (nitrate cellulose membrane, 0.45 μm) and supplemented with sulfur dioxide (20 mg/L) to simulate the oenological environment before yeast strain inoculation.

For the fermentation, one percent of the prepared yeast inoculum was inoculated into 400 mL MSM medium supplemented with 0, 0.1 and 1.0 g/L PAs in 500 mL flasks equipped with glass capillary stoppers to maintain the anaerobic conditions and cultivated statically at 28 °C. Samples were taken at the 72 h that the yeast cells were staying in the stationary phase. Ten milliliter of the fermentation broth was centrifuged at 6000 r/min for 5 min to collect the yeast cell pellets. The obtained yeast cells were washed 3 times with 0.9% sodium chloride solution and rapidly frozen in liquid nitrogen before stored at −80 °C for the following experiments.

### RNA extraction and sequencing

Yeast cells were grinded in liquid nitrogen. Total RNA of each sample was extracted using RNeasy Mini Kit (Qiagen, Germany). The obtained RNA products were quantified and qualified by Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), NanoDrop (Thermo Fisher Scientific Inc.) and 1% agarose gel electrophoresis before next generation sequencing library preparations. One microgram of total RNA passing the quality test was used for library preparation based on the manufacturer’s protocol of the NEBNext Ultra RNA Library Prep kit for Illumina.

Illumina HiSeq X10 sequencing platform was employed for the library sequencing using a 2×150 bp paired-end (PE) configuration; image analysis and base calling were conducted by the HiSeq Control Software (HCS) + OLB + GAPipeline-1.6 (Illumina) on the HiSeq instrument. The sequences were processed and analyzed by Genewiz (Suzhou, China).

### Differential gene expression analysis

Quality control for the sequencing reads were conducted by removing low quality reads containing adapter, primers and poly-N to generate the clean data by Trimmomatic (v0.30). The reference genome sequences and gene model annotation files of *S. cerevisiae* S288C were downloaded from NCBI https://www.ncbi.nlm.nih.gov/genome/genomes/15 for the reads mapping. Paired-end clean reads were aligned to the reference genome via Hisat2 software (v2.0.1). RPKM (reads per kilo bases per million reads) values were calculated as the indicators of gene expression abundance. DESeq Bioconductor package, a model based on the negative binomial distribution, was used for the differential expression analysis. After adjusted by Benjamini and Hochberg’s approach for controlling the false discovery rate, p-value <0.05 and the absolute value of log2fold change >1were set together to detect differential expressed ones^48^.

### Enrichment analysis

GO-TermFinder was used for identifying Gene Ontology (GO) terms that annotate a list of enriched genes with a significant p-value <0.05. To identify the key metabolic pathways, KOBAS software 2.0 was employed to enrich significant differential expression gene in KEGG pathways.

### RT-qPCR validation

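The primer pairs of Table 3 were matched to the S. cerevisiae S288C reference genome, build R64. The THI21 primers enclose 114 bp on chromosome XVI from 54286 to 54399, the THI6 primers 132 bp on chromosome XVI from 149818 to 149949, and the THI80 primers 131 bp on chromosome XV from 602122 to 602252. Each of these products lies within the single coding exon of its gene, and each primer pair has 1 perfect match. The ACT1 primers enclose 142 bp on chromosome VI from 53360 to 53501, in a gene with 2 coding exons. This genomic length equals the product size of Table 3, so the sizes give no sign of an intron between the primers. The SNZ2 primers have 2 perfect matches. One is the 130 bp product in the coding exon of SNZ2, on chromosome XIV from 13644 to 13773, and the other is a product of the same size in SNZ3, on chromosome VI from 11740 to 11869. By sequence, this primer pair does not distinguish SNZ2 from SNZ3.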

Four candidates of the differentially expressed genes associated with the vitamin B complex biosynthesis pathway were selected to validate the transcriptome data using quantitative real-time PCR (RT-qPCR) and the list of the genes and primers were shown in Table 3. Amplification and detection were undertaken with a Thermal Cycler Dice Real-Time System (Takara Bio., Kyoto, Japan). The reaction mixtures were consisted with 12.5 μL of SYBR Premix Ex Taq II (Takara Bio.), 0.5 μL of each primer (10 μM) and 2 μL of prepared cDNA made up to a total volume of 25 μL. Forty cycles at 95 °C for 10 s and at 55 °C for 10 s and at 72 °C for 10 s after the primary denaturation at 95 °C for 10 s were run for the PCR program. The β-Actin gene *ACT1* was used as an internal gene expression control. The whole experiment was repeated for three times. The value of 2^−ΔΔCT^ was calculated and used as the indicator for the relative expression level of the target genes^49^.

**Table 3:** Primer lists used in RT-qPCR reactions.

Gene name	Gene description	Forward primer (5′-3′)	Reverse primer (5′-3′)	Product (bp)
*SNZ2*	pyridoxal 5′-phosphate synthase	CAAGGATCTAGGTGAGGCTTTG	CTGGATCTCCGCCTTAATCTTG	130
*THI21*	hydroxymethylpyrimidine kinase	ATTTGGCTCGCGGTTATTCC	GCCCGTTGTCCTTAACAGTC	114
*THI6*	thiamine-phosphate diphosphorylase	TATGGCAATTGACGCCGATG	GCCAATGTCTCTACCTCCGA	132
*THI80*	Thiamine pyrophosphokinase	ATCCATCCAAACGAGGATGA	CTATTGGCTGCACCATCTGC	131
*ACT1*	Actin	ACATCGTTATGTCCGGTGGT	CCACCAATCCAGACGGAGTA	142

### Measurements of B-complex vitamins (B_1_, B_6_)

In order to verify the up-regulated genes participating into the metabolic pathway of vitamin B_1_ and B_6_ from the aspect of yeast phenotype, the intracellular contents of the two vitamins were measured by using reverse phase high performance liquid chromatographic (RP-HPLC) method^50^. The prepared yeast cells were re-suspend in 2 mL deionized water and almost complete cell breakage was obtained using a mechanical bead beater (Biospec Products) set at 6000 rpm for four 30 s periods alternating with 30 s intervals on ice bath. Supernatant were collected by centrifugation at 10,000 rpm for 2 min for the chromatographic measurement. About 50 mg each of thiamine hydrochloride (VB_1_) and pyridoxine hydrochloride (VB_6_) standard chemicals was weighed accurately and dissolved in 50 mL 1:1 (v/v) distilled water/ acetonitrile solution thoroughly for the preparation of mixed stock standard solutions. The stock standard solutions were filtered through 0.45 µm membrane filter and diluted with distilled water in the test tubes to yield five series of mixed standard solutions.

The separations and quantitative determination were performed on a Waters 2996 HPLC system (Waters Corp., Milford, MA, USA) consisting of an C18 reverse phase column (Waters X-Terra RP 18 250 × 4.6 mm id., 5 µm particle size), a guard column containing the same material and Waters series 2487 spectrophotometric detector. The wavelength was set at 320 nm to separate all the two metabolites in a single injection. The degassed binary mobile phase consisted of 30% ortho phosphoric acid (Solvent A) and 70% acetonitrile (Solvent B). The flow rate was 1.2 mL/min and the volume injected was 20 µL. Sample peaks were identified by comparing the retention times with those of the standard chemicals. Integration of separated peak area was calculated and the content of each vitamin was determined by using the calibration curve of peak area-concentration relationship. The vitamin contents (μg/ g dry cell weight) in each sample were expressed as the normalized values by dry cell mass weight.

### Measurement of cellular fatty acid composition

Freeze dried yeast cells were weighted and subjected to the lipid extraction according to the literature protocol with slightly modification^51^. Briefly, the cells were disrupted in a MiniBeadbeater-16 (Biospec Products Inc., Bartlesville, OK, USA) according to our previous study^52^. Lipids were extracted from the cell homogenates with the mixed solution of chloroform and methanol (2:1, v/v). Fatty acid methyl esters (FAMEs) were prepared by catalytic reaction of 2% H_2_SO_4_ in anhydrous methanol at 70 °C for 2 h and then the FAMEs solutions were analyzed by gas chromatography (Shimadzu GC-2010 plus), with a QP-5000 mass spectrometer, on an Agilent DB-17 capillary column (30 m length, 0.25 mm inner diameter, 0.25 μm film thickness). FAMEs were identified by comparing the corresponding mass spectra with a spectrum database. The fatty acid composition of each sample was determined based on the integrated peak area for each FAMEs shown as a percentage of the total peak area.

### Spot assay

In order to verify the physiological functions of the increased intracellular contents of vitamin B_1_ and B_6_ as well as the up-regulated expression level of the encoding genes, spot assay of the viable cell counts were conducted. The harvested fresh cells were re-suspended in the MSM medium supplemented with 1.0 g/L PAs, 50 mg/L vitamin B_1_, 50 mg/L vitamin B_6_ and a 1:1(w/w) mixture of the two vitamins, respectively. The negative control without the above supplements was set for the comparison of cell viability. All the samples were cultivated statically at 28 °C for 72 h and then serially diluted. Five microliter of proper dilutions was spotted on the MSM agar plate for viable cell counts.

## Supplementary information

Supplementary information.

How the deposited data were processed for this re-analysis (not part of the article)

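RNA-seq was carried out on S. cerevisiae AWRI R2 sampled at 72 h of fermentation with 0, 0.1 or 1.0 g/L PAs (groups A, B and C), with 3 libraries per group and 9 in all. According to the paper, the authors trimmed the reads with Trimmomatic, aligned them to the S288C genome from NCBI with Hisat2, calculated RPKM and compared the groups pair by pair with the DESeq package. The paper's text names no build of the S288C genome. The columns of the 3 tables are those written by DESeq2, the later version of that package, and they were taken as the authors' output.

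In these tables the authors deposited, for each of 5859 genes and each pair of groups, a mean normalized count over 6 libraries, which is a signal that is never negative. The log2 fold change and its standard error are log2 values as deposited. The Wald statistic is a score computed by the authors, equal to the log2 fold change divided by its standard error. The p-value and the adjusted p-value are the authors' own. No value per library was used, so the depth per library, the correlation of replicates and any test of samples were not computed, and the precision of each value is that of the authors' standard error, with medians of 0.127, 0.157 and 0.130 on the log2 scale in A versus B, A versus C and B versus C. The design set before the data were examined foresaw tests on counts. As comparisons were used, its provision for that case applied, with 1 change: the tables give the mean over both groups, so the 2 group means were estimated from it and the log2 fold change.

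The p-values were recomputed from the Wald statistics with the normal distribution and adjusted by the Benjamini-Hochberg method. The largest difference from the deposited adjusted p-values was 3.5e-15. Genes were called at an adjusted p-value below 0.05 with an absolute log2 fold change above 1, as in the paper. The steps were tested on simulated data with 200 of 5674 genes changed by 3 on the log2 scale: 200 were called in the simulated direction, and 0 of the 5474 unchanged genes were called. Changes smaller than this were not simulated.

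The tables list genes under running numbers. The 42 genes of Table 2 were named by matching both of their printed values, and other genes are not named. For this reason the gene ontology terms, the KEGG enrichment and the lists of ribosomal, respiratory, stress, glycolytic, nitrogen-regulated and fatty acid genes were not analysed here, and neither were ACT1, PMA1 and HXT7. The genes named in the text were set beforehand as every gene the paper names and the 5 largest rises and falls per comparison with a mean of at least 10. The latter are summarised by their range. Reference sequences and gene order are from build R64. Each gene of Table 2 was divided into overlapping stretches of 150 bases, and stretches found in a second place of the genome were counted.

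Comparisons that share a group share its chance values. For each gene the error of each group was solved from the 3 standard errors, 3 unchanged groups were drawn 100 times over 5430 genes, and the simulated correlation and share of equal signs were set beside the observed ones. A shrinkage of the fold changes by a normal prior was assumed, which the paper's text does not state. The prior width was taken as 2 times the largest standard error of each table, and the shrinkage was undone from it. This inverts to the smaller of the 2 possible errors, so that genes whose error exceeds the prior's width are not restored. The 6 usable alternatives set before the data were examined were no fold-change threshold, an adjusted p below 0.01, median-centring, a minimum mean of 10 in one group, the Bonferroni adjustment and a pseudocount of 10. For the list tests, a background of genes with a mean of at least 10 was also set beforehand. The 2 alternatives for the DEGs chosen after seeing the data were the undone shrinkage and p-values recomputed for genes left without one. The compartments of the aminoacyl-tRNA genes were listed by hand beforehand, and leaving out those that the R64 annotation places in both was added after seeing the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.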

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

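All tests in this part were chosen after the results they weigh, or closely related values, had been seen.

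The vitamin B6 and thiamine genes responded differently to the 2 concentrations. In B versus C, 10 of the 11 genes of Table 2 were lower at 1.0 g/L than at 0.1 g/L PAs with an adjusted p-value below 0.05, and their median log2 fold change was -0.96. The exception was THI80. Separate scaling of the 3 tables does not account for this: the offset that all genes share between the tables, the median of A versus C minus A versus B minus B versus C, was 0.0547, against a log2 fold change of -0.45 for the smallest of the 10 decreases. A scaling of group C common to both of its tables was not tested. Reads shared between near-identical genes do not account for it either: the 6 genes without a stretch found elsewhere in the reference genome had a median of -0.86. Table 2 lists these genes because they were high in group B, so some fall back would follow from selection alone. However, 118 other genes called higher in A versus B had a median of -0.08 in B versus C, and a share of 0.00103 of 100000 random draws of 11 of them had a median as low as that of the vitamin genes. These draws treat genes as independent, which genes of one pathway need not be. Most of the 11 genes are highly expressed, and highly expressed genes were lower in group C than in group B in general. Draws of other genes matched on their mean in group A had a median of -0.31, and a share of 0.0216 was as low as the vitamin genes. Among the 118 genes called higher in A versus B, matched in the same way but less closely, the median of the draws was -0.36 and the share 0.0171. Both shares lie just past the limit of 2.5% set for them, and this was first read as evidence against the trend. As the draws treat genes as independent, that reading was withdrawn, and the vitamin genes and the trend with expression level cannot be told apart by these draws. The technical explanations of that trend, among them GC content, gene length and RNA quality, therefore stay open here too. A response to the concentration and a difference in culture stage at 72 h also stay open and were not tested.

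A reversal also appears among all DEGs: 80 genes were called in A versus B and in B versus C with opposite directions, against 44 with the same direction. The 2 comparisons share group B, whose chance values push them apart, and in simulations of unchanged groups the correlation of their log2 fold changes was -0.38, against -0.10 observed over all genes. In these simulations 0 genes were called in both comparisons, so chance values of group B alone gave no reversals among unchanged genes. The simulated groups hold no changed genes and give no expected number of reversals among DEGs. How many changed genes were carried past both thresholds by chance values of group B was therefore not tested. The median log2 fold change in B versus C was -0.18 for the 129 genes called higher and 0.32 for the 260 called lower in A versus B. The excess of reversals lay among the genes lowered by 0.1 g/L PAs, with 63 reversed against 27 repeated. Among the genes called higher there was no excess, with 17 reversed and 17 repeated. Whether the response itself depends on the concentration or on the stage of the cultures stays open.

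Another signal lies in genes that the tables leave without a p-value. In B versus C, 153 genes have a fold change and a Wald statistic but no p-value, and 80 of them would pass both thresholds with a p-value recomputed from the statistic. The same holds for 25 genes in A versus B and 45 in A versus C. Such gaps are how DESeq2 marks a gene in which 1 library lies far from the others. Of the 244 genes left without a p-value in any table, 26 lacked it in both tables with group C and in no other, against 8 for group A and 7 for group B, while 201 lacked it in a single table. No values per library were used, so neither a technical nor a biological explanation was tested.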

How the results depend on the processing

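The 6 usable alternatives were set before the data were examined. Under 5 of them (adjusted p below 0.01, median-centring, a minimum mean of 10, the Bonferroni adjustment and a pseudocount of 10), the numbers of DEGs, the shared DEGs, the ratio between the concentrations and the number of vitamin B6 and thiamine genes called at 1.0 g/L PAs stayed within 1.5 times their values: from 315 to 387 DEGs in A versus B, from 1637 to 1735 in A versus C and from 1476 to 1564 in B versus C.

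The numbers of DEGs depended most on the fold-change threshold. Without it, 2560 genes were called in A versus B, 4164 in A versus C and 4272 in B versus C, 1367 genes were shared by the 3 comparisons, and the ratio of A versus C to A versus B was 1.63 in place of 4.47. The number of vitamin B6 and thiamine genes called at 1.0 g/L PAs was then 8 in place of 2. Of the 42 genes of Table 2, 24 in place of 17 were called in A versus B and 37 in place of 30 in A versus C. The share of up-regulated genes moved from 33.2% to 46.6% in A versus B, from 58.3% to 50.07% in A versus C and from 60.03% to 50.02% in B versus C.

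The 2 alternatives for the DEGs chosen after seeing the data gave 447, 1784 and 1612 DEGs with the shrinkage undone, and 414, 1783 and 1646 with p-values recomputed for genes left without one. The ratio of the concentrations was 3.99 under the former.

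None of the alternatives tests the signs of the fold changes, since most leave the fold changes as they are and the others either keep the sign by construction or shift the values by about 0.01. Calls of single genes were lost 7 times, with THI5 and PUT2 each counted under 2 settings. The pseudocount removed 3 calls (SNO3 and THI5 in A versus B, PUT2 in A versus C). Median-centring removed 2 (PUT2 and FRS1 in A versus C), and the Bonferroni adjustment removed 2 (THI5 in A versus B, GLN4 in A versus C). The list tests kept their side of 0.05 for all 6 pathways in A versus C with the other background. Arginine and proline metabolism and aminoacyl-tRNA biosynthesis were below it and the other pathways above it. The test of direction against compartment also kept its side (0.00058) without the genes annotated to both compartments, an alternative added after seeing the data.

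No paired analysis was possible because only comparisons of groups were analysed here. For the same reason another count model, a filter on counts per library, a fit of all 9 libraries, fits without single replicates, the correlation of replicates, other pseudocounts on RPKM, set tests on values per library and other splits of the libraries were not run. Whether single libraries decide any of the calls is therefore not known.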

Differences from the paper's values

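The log2 fold change of THI21 in A versus C was 0.15, against the paper's about 1.4 in Fig. 4, read by eye. That of THI6 was 0.52, against the paper's about 1.3 in Fig. 4, and that of SNZ2 was 0.42, against the paper's about 2.0 in Fig. 4. None of the alternatives set before the data were examined closed these gaps: with median-centring the 3 values were 0.16, 0.54 and 0.43, and with a pseudocount of 10 they were 0.15, 0.52 and 0.42. With the shrinkage undone, an alternative chosen after seeing the values, they were 0.15, 0.53 and 0.43. The values of the same genes in A versus B, and that of THI80 in both comparisons, did not differ from those of Fig. 4.

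The corrected p-value of GSC2 in A versus C was 1.16e-23, against the paper's 1.43e-9 in Table 2, whose fold change for this gene is that of A versus C. In A versus B the adjusted p-value of GSC2 was 1.43e-09. The Bonferroni adjustment, set before the data were examined, gave 5.45e-21 in A versus C.

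The paper states that the genes measured by RT-qPCR rise further when the concentration of PAs is raised. In the RNA-seq values of B versus C, 3 of the 4 genes were lower at 1.0 g/L PAs and THI80 was higher. RT-qPCR values were not analysed here, so this does not test the RT-qPCR result itself. The paper further reports that the intracellular contents of both vitamins rose with the concentration. The paper also states that more thiamine genes are changed at the higher concentration. Of the 7 thiamine genes of Table 2, 7 passed both thresholds in A versus B and 1 in A versus C. The paper's statement is about a gene ontology term, whose other members were not analysed here. The paper describes most genes of the enriched pathways as up-regulated. This holds for the 42 genes as printed in Table 2. It also holds for those past both thresholds in A versus B, 16 up-regulated and 1 down-regulated. In A versus C alone, 15 were up-regulated and 15 down-regulated past both thresholds.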

Other observations

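All tests in this part were chosen after the results they weigh, or closely related values, had been seen, except the test of shrinkage on the trend with expression level.

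The fold changes of the 3 tables do not add up: A versus C minus A versus B minus B versus C deviated from its median by up to 0.34 on the log2 scale at the 99th percentile of 5674 genes. A candidate explanation is that the fold changes were shrunken by a prior of a different width in each table. With that shrinkage undone, the 99th percentile was 0.0117. The largest single deviation was still 1.59. Under this assumption shrinkage was strongest in A versus B, which may leave genes of the lower concentration under the fold-change threshold, yet the ratio of DEGs between the concentrations stayed at 3.99 with the shrinkage undone, so shrinkage of this form is not the source of the larger number at 1.0 g/L PAs. The median deviation of 0.05 remained with the shrinkage undone, and its source was not tested.

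Highly expressed genes were lower and weakly expressed genes were higher in group C than in group B. With 5685 genes sorted into 10 groups by their estimated mean in group A, which takes no part in this comparison, the median log2 fold change in B versus C was 0.76 in the lowest group and -0.87 in the highest, a difference of 1.64. Sorting by a mean that contains the compared groups is therefore not the source. With the shrinkage undone the difference was 1.73. In A versus B, sorted by the mean in group C, the medians were -0.32 and 0.20, so that the trend ran the other way at 0.1 g/L PAs. In A versus C, sorted by the mean in group B, they were 0.46 and -0.42, a difference of 0.89. Against the control, the trend at 1.0 g/L PAs thus kept its direction but was smaller than in B versus C. GC content and gene length could not be examined for unnamed genes and stay open as technical explanations, as does a difference in RNA quality, and a biological response to 1.0 g/L PAs stays open as well. The paper does not report this trend.

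The split of the aminoacyl-tRNA genes by compartment runs along this trend, since the genes listed as cytoplasmic had a median mean count of 12967 in A versus C and those listed as mitochondrial 738. The annotation places 4 of the 17 genes in both compartments. For each gene, the 100 other called genes nearest in mean expression were taken: 74.4% of those matched to the mitochondrial genes and 37.4% of those matched to the cytoplasmic genes were up-regulated. A share of 0.00127 of 100000 random draws of such genes split as completely as the 17 genes did. The trend with expression level is thus not enough as the whole source if genes are independent, which genes of one pathway need not be. That 1.0 g/L PAs shift the genes of mitochondrial and cytoplasmic translation in opposite directions is a hypothesis, as it was found on genes chosen as DEGs whose directions Table 2 already shows.

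The running numbers of the genes follow the order of the chromosomes, so gains or losses of long stretches can be looked for. In A versus C, the medians of 100 neighbouring genes lay between -0.37 and 0.41, and in 1000 shuffles of the gene order they reached -0.63 and 0.61. A gain from 2 to 3 copies would shift a stretch by 0.58, which is within the range of the shuffles, so that a gain of this size and the spread of single genes cannot be told apart by this test. No window went beyond the shuffles. The test was first read as evidence against such a gain, and this reading was withdrawn once the range of the shuffles was compared with the shift.

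The errors of the groups, solved from the 3 standard errors of each gene over 5430 genes, had medians of 0.106 on the log2 scale in group A, 0.062 in group B and 0.106 in group C. No explanation was tested.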
